A study of Medicago ruthenica with 3 samples. Its data were reported in "Utilization of Transcriptome, Small RNA, and Degradome Sequencing to Provide Insights Into Drought Stress and Rewatering Treatment in Medicago ruthenica" (2021).

How the data were processed

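The samples were leaves of Medicago ruthenica, a drought-tolerant perennial forage legume, grown in pots. Control plants (CK) were kept watered, drought plants (DS) had water withheld for 15 days, and rewatered plants (RW) were watered again for 2 days after that drought. Each condition had 1 degradome library, which holds the 5′ ends of uncapped polyadenylated RNA. A transcript takes this form after a microRNA (miRNA) has guided its cleavage, but an uncapped end alone does not show such a cut. Whether the reads of a pair, transcript or gene list came from miRNA-guided cuts was not tested. The grouping of the 3 libraries was taken from the sample titles and treatment labels.

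The authors sequenced the libraries on an Illumina HiSeq instrument as single-end reads and searched them for cleavage sites with ACGT101-DEG, which relies on CleaveLand4, against a transcript assembly that they had made from the same species with Trinity. The deposited table has 11390 entries, each a small RNA, a transcript with its annotation and gene symbol, and a normalized count in each library. These normalized counts are RPM values (reads per 1000000) that the authors scaled to the sum of the deposited table, so that each library adds up to 1000000 over the entries listed and not over the whole library. Within each library every value above 0 was a whole multiple of 1 step, within a tolerance of 0.01 of a read, for 100% of the values, and whole reads were recovered by dividing by that step. 1 read was worth 40.3 RPM in CK, 30.6 in DS and 33.8 in RW. Cleavage positions, the AllenScore (a penalty for mispairing between small RNA and target), degradome categories, gene ontology terms and pathway terms were not used here, so a test planned on AllenScore was replaced, after the data had been seen, by the share of pairs with at least 10 reads among conserved modules and among all other pairs. All value columns assigned to a library were used.

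The unit of analysis was the family and transcript pair, the sum of all entries of 1 miRNA family on 1 transcript. This unit was chosen after the data had been seen, because members of a family were often listed on the same transcript in different libraries and no position tells whether they mark the same site. miR156 and miR157, miR165 and miR166, miR170 and miR171, and miR482 and miR2118 were each treated as 1 family, and small RNAs whose names begin with PC were kept under their own names. Conserved modules were textbook pairs of a miRNA family and a target family, 31 in all, fixed before the data were examined and matched on the small RNA name and the words of the annotation or symbol. Transcripts seen to match a module's words by accident were removed after their values had been seen. A further 8 pairs with at most 3 reads each, such as FBL3 and MDIS2 in the immune receptor module and MAX2A in that of miR394, are no known targets and stayed in. Without them the modules together stood at 0.450 in DS/CK, 1.91 in RW/DS and 0.857 in RW/CK, and as many intervals excluded 1.

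For each of the 3 comparisons (DS vs CK, RW vs DS and RW vs CK), pairs with at least 10 reads over the 2 libraries were tested with a two-sided exact conditional binomial test against the ratio of the table totals, with Benjamini-Hochberg adjustment and a threshold of 0.05. Such a test compares 2 libraries, not 2 conditions, since no replicate library shows how far plants of 1 condition differ. Ratios are ratios of RPM with exact conditional 95% intervals, and shares have exact Clopper-Pearson 95% intervals. The reads carry no molecular identifiers, so intervals and floors cover counting error only. A ratio against 0 reads was computed against a floor of 3 reads (121 RPM in CK, 91.7 in DS and 101 in RW) and is marked as such. It is not a confidence limit, and the lower limit of the exact 95% interval can lie below it. Shares within a library were compared with a two-sided Fisher exact test.

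Gene lists were matched on annotation words and used the reads summed per transcript over 1351 transcripts with at least 10 reads in the 3 libraries. The value of a list is the median log2 ratio of its transcripts, with a pseudocount of 1 read, minus the median of all transcripts, and its percentile among 10000 random lists of the same size drawn from 10 bins of mean reads. Lists with fewer than 5 transcripts were given as reads only. Of the lists fixed before the data were examined 8 were run, and 2 lists (ribosomal proteins, and transcription factors by name) were added afterwards in place of pathway and ontology lists. 9 lists that need pathway terms, ontology terms or organism names were not run. Members of lists were called with the same exact test on reads per transcript. Without positions, a read listed under several small RNAs may be counted more than once in sums per family or per transcript.

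The pairs named in the text follow a rule written before the data were examined, less its filters on AllenScore and category: the pair with the most reads in each module, the 8 pairs with the largest fold in each direction of a comparison among those past the threshold with at least 20 reads over the 2 libraries, the 5 pairs with the most reads, the transcripts with the most reads that moved with each list, and the pairs that the study named. Other pairs named were chosen after their values had been seen.

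Alternatives were other scalings (none, the mapped reads per library that the study gives, and the median of ratios), read minimums of 5 and 20, sums per transcript, entries as deposited, totals without the entry with the most reads, a beta-binomial test with the spread estimated from pairs outside the modules, other pseudocounts and list minimums. Scaling to mapped reads multiplies every DS/CK ratio by 1.45, every RW/DS ratio by 1.06 and every RW/CK ratio by 1.54. Which of the scalings is right cannot be read from the table. The procedures were tested on simulated data drawn from the real means with 200 changed pairs. Calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.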

Results

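Degradome sequencing was used to find out which transcripts are cut under the guidance of miRNAs in leaves of Medicago ruthenica during drought and after rewatering. Plants were 4 weeks old at treatment, and relative soil moisture was above 80% in CK and 20% in DS. There was 1 library per condition, so none of the differences below has a replicate check. The table held 24790 reads in CK, 32719 in DS and 29617 in RW, spread over 348 small RNAs and 6912 transcripts. Of the 11390 entries, 5086 were listed in CK, 6319 in DS and 6511 in RW. Most entries were shallow, with a median of 2 reads over the 3 libraries, and entries with a single read made up 44.4% (95% interval 43.1 to 45.8) of those listed in CK, 43.0% (41.8 to 44.2) in DS and 44.0% (42.8 to 45.2) in RW. Summed by miRNA family and transcript there were 10350 pairs, and the 1926 pairs listed in all 3 libraries (18.6%) held 75.4% of the reads.

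The conserved miRNA targets stood out from the rest of the table in each library. These are the transcription factor, auxin receptor, copper protein and immune receptor transcripts that match textbook pairs of a miRNA family and a target family. In all 131 such pairs were found in 21 of 31 modules, 65 of them in the immune receptor module. How widely each family is shared among plants was not examined. The pair with the most reads was miR393 with AFB2, an F-box auxin receptor, with 1990 reads in CK, 926 in DS and 1898 in RW, which was 8.03% (7.69 to 8.37), 2.83% (2.65 to 3.02) and 6.41% (6.13 to 6.69) of all reads. In CK 42.9% (32.5 to 53.7) of 91 listed module pairs had at least 10 reads, against 6.49% (5.80 to 7.24) of 4651 other pairs (two-sided Fisher exact p = 8.9e-22). The shares were 43.7% (33.1 to 54.7) of 87 against 8.32% (7.62 to 9.07) of 5767 in DS (p = 2.9e-18, two-sided Fisher exact), and 39.6% (30.3 to 49.6) of 106 against 7.13% (6.49 to 7.82) of 5972 in RW (p = 1.9e-20, two-sided Fisher exact).

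The first comparison, DS vs CK, asked how the degradome reads listed with miRNAs differ under drought. Reads of the conserved modules were a smaller part of the table in DS. The sum of the modules was 0.450 times that of CK (0.427 to 0.474), with 91 pairs listed and 43.1 reads per listed pair in CK against 87 pairs and 26.8 reads in DS. Pairs outside the modules stood at 1.10, a rise that the fixed total of the table forces when the modules fall, and at 1.46 without scaling and 1.60 with mapped reads. Without AFB2 the modules stood at 0.550 (0.513 to 0.589). Among modules whose interval excluded 1, the lowest ratios belonged to miR172 with AP2-like factors, which repress flowering (0.189, 0.125 to 0.279), miR2199 with bHLH factors (0.295, 0.183 to 0.462), miR159 with GAMYB-like factors of gibberellin signalling (0.339, 0.242 to 0.469), miR408 with a basic blue copper protein (0.344, 0.241 to 0.485) and miR393 with auxin receptors (0.362, 0.335 to 0.391).

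Of 17 modules with at least 10 reads, 13 had an interval below 1, none above 1 and 4 included 1. Without the pair with the most reads of each module 8 of the 15 with reads left in both libraries lay below 1 and none above, and the intervals of miR164 (0.682, 0.245 to 1.87), miR167 (0.693, 0.415 to 1.15), miR2199 (0.253, 0.0249 to 1.41), miR393 (0.960, 0.579 to 1.60) and miR396 (0.758, 0.485 to 1.18) then included 1. By their sums the modules of miR164 with NAC factors (0.413, 0.240 to 0.695), miR396 with growth-regulating factors (0.464, 0.338 to 0.633), miR156 with SPL factors of the change from juvenile to adult growth (0.467, 0.325 to 0.665), miR398 with copper-zinc superoxide dismutase and its chaperone (0.485, 0.392 to 0.599), miR166 with class III HD-ZIP factors of leaf polarity (0.556, 0.462 to 0.668) and miR167 with auxin response factors (0.603, 0.438 to 0.827) were all lower in DS. The NBS-LRR immune receptor module (0.734, 0.615 to 0.877) and miR160 with auxin response factors (0.813, 0.690 to 0.957) were lower by the table totals, but both turned above 1 with mapped reads as scaling (1.07 and 1.18). The intervals of miR394 with F-box proteins (0.337, 0.0758 to 1.21, on 9 and 4 reads), miR169 with NF-YA factors (0.710, 0.327 to 1.53), miR171 with GRAS factors (0.893, 0.523 to 1.53) and miR319 with TCP factors (1.67, 0.534 to 6.12, on 5 and 11 reads) included 1, and miR169 and miR171 turned above 1 with mapped reads (1.03 and 1.30). With mapped reads as scaling 9 of the 17 intervals lay below 1 and 1, that of miR160, lay above it, and the modules together stood at 0.653. The intervals of miR164 (0.600, 0.349 to 1.01), miR167 (0.875, 0.636 to 1.20) and the immune receptors then included 1.

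**Figure D1:**
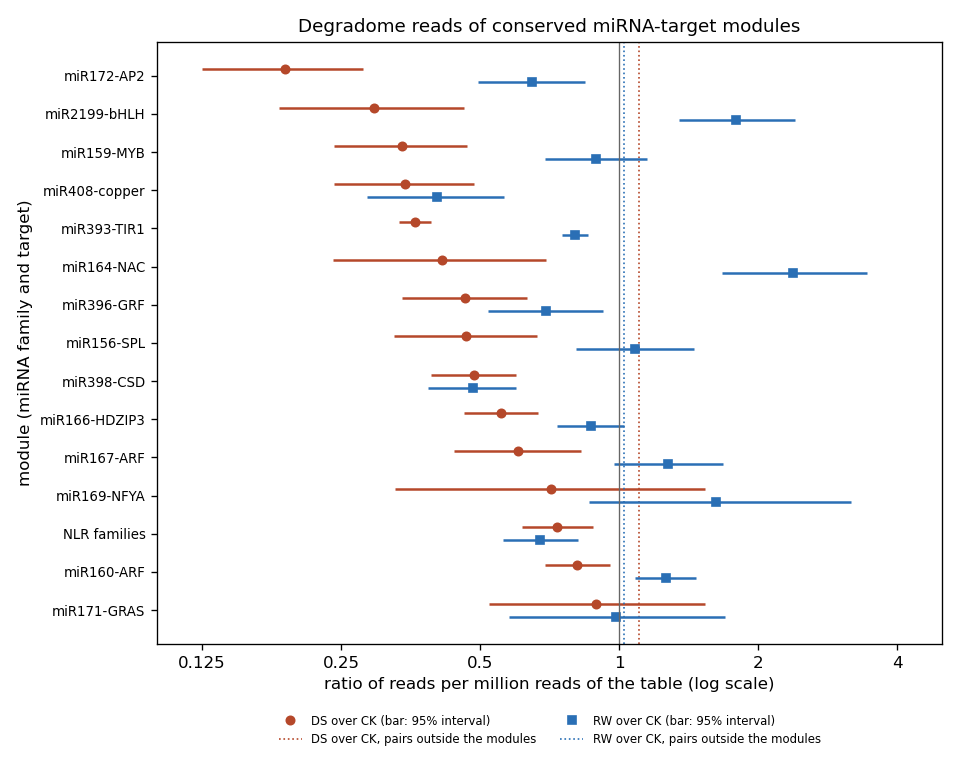
Ratio of RPM between libraries for the 15 conserved modules with at least 10 reads in each library, on a log axis, as DS over CK (circles) and RW over CK (squares) with 95% counting intervals as bars, 1 library per condition. Dotted lines mark pairs outside the modules (1.10 and 1.03), and all 15 DS circles lie below 1 on the scaling by table totals, though those of the immune receptor (NLR), miR160, miR169 and miR171 modules turn above 1 with mapped reads as scaling.

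Among single module pairs, 17 of 53 tested fell in DS and none rose (18 and none adjusted over the list alone), while with mapped reads as scaling 12 fell and 1, ARF18, rose. The 5 calls that ended with mapped reads were NAC021, ARF6, the immune receptor RGA1, SPL6 (TRINITY_DN19663_c0_g1) and GRF3 (TRINITY_DN22214_c0_g3), of which ARF6, SPL6 and GRF3 also ended without scaling and with the median of ratios and RGA1 without scaling. Without scaling ARF18 was higher as well. AFB2 fell to 0.353 times its CK value (0.326 to 0.381, adjusted p = 5.3e-162, exact binomial). TIR1, the other auxin receptor of the miR393 module, had 30 reads in CK and 38 in DS and did not pass the test (0.960, 0.579 to 1.60), so the module without AFB2 stood at 0.960. The AP2-like pair of miR172 on AP2 fell from 31 reads to 1, and that on RAP2-7 (TRINITY_DN22709_c0_g1) from 84 reads to 20 (0.180, 0.105 to 0.296). SODCC, the cytosolic copper-zinc superoxide dismutase, fell to 0.269 (0.157 to 0.444), and CCS, the copper chaperone that loads it, to 0.491 (0.379 to 0.633). SODCP, the chloroplast copper-zinc superoxide dismutase of the same module, went the other way without passing the test (9 reads to 21; 1.77, 0.776 to 4.38). GRF3 (TRINITY_DN20719_c1_g2, 15 to 29) and SPL6 (TRINITY_DN19663_c0_g3, 5 to 13) did so in their modules. GRF6 fell to 0.279 (0.169 to 0.446), BHLH25 to 0.298 (0.182 to 0.476), NAC021 to 0.334 (0.169 to 0.630), the basic blue protein to 0.352 (0.243 to 0.504), REV (TRINITY_DN24440_c0_g3) to 0.512 (0.405 to 0.644) and ARF6 to 0.549 (0.360 to 0.830). The GAM1 transcripts annotated as MYB33 and MYB65 fell to 0.343 (0.222 to 0.522) and 0.331 (0.189 to 0.564). TGA1, annotated as an SPL factor, fell to 0.237 (0.104 to 0.494). The deepest pairs of the modules that held no call were ARF18 of miR160 (82 reads in CK and 123 in DS; 1.14, 0.853 to 1.52), SCL6 of miR171 (28 and 33), NFYA10 of miR169 (15 and 14), FBX6 of miR394 (9 and 4) and TCP2 of miR319 (4 and 8), and RPP5, the deepest immune receptor, did not pass either (39 and 49).

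Among called pairs with at least 20 reads PUMP5, a mitochondrial uncoupling protein, rose most, 17.9-fold (5.89 to 89.0) from 3 reads to 71, LHY, a clock transcription factor of the morning, 16.7-fold (2.69 to 688) from 1 read to 22, PBP1, a calcium-binding protein, 11.9-fold (4.44 to 45.1) from 4 to 63, and PP2CA, a phosphatase that holds abscisic acid signalling down, 10.6-fold (2.67 to 91.9) from 2 to 28. PUMP5 was listed with mtr-miR167a, LHY with ppe-MIR169i-p5_2ss17GT19TG, PBP1 with nta-miR482a and PP2CA with ath-miR8175_L-2_1ss12AG. No named pair was filtered on AllenScore, here or in the other comparisons. Whether the listed small RNA guided the cut was not tested. The rest of the 8 largest rises were a MYB-like factor (TRINITY_DN25143_c0_g1, 1 read to 23), an early light inducible protein (1 to 22), PMI1 of chloroplast movement (1 to 19) and an uncharacterized protein (TRINITY_DN16578_c0_g1, 2 to 31). The pair that fell most among them was on SEOB, a filament protein of phloem sieve elements, where TRINITY_DN26009_c2_g2 fell 61.2-fold (20.5 to 300.1) from 139 reads to 3. A second SEOB transcript, TRINITY_DN22893_c0_g1, fell 11.9-fold (6.36 to 24.6) from 99 to 11. AP2 fell 40.9-fold (6.82 to 1668), and RAP2-7 (TRINITY_DN22709_c0_g2), a further AP2-like transcript that was listed with lja-miR167a_R+1, 15.8-fold (6.42 to 50.5) from 60 reads to 5. The lipoxygenase LOXA fell 16.7-fold (5.30 to 84.7), the 2 transcripts of EXPA8, an expansin that loosens cell walls, 16.5-fold (4.11 to 143.7) and 10.4-fold (5.38 to 22.6), and the retrotransposon protein TY3B-G 31.7-fold (5.17 to 1303).

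In the whole comparison 193 of 892 pairs passed the test, 110 higher and 83 lower in DS. The median log2 ratio was 0.09, and 57.0% of called pairs were higher, but with mapped reads as scaling the median was 0.62 and 214 of 265 called pairs (80.8%) were higher, without scaling it was 0.49 and 175 of 232 (75.4%), and with the median of ratios 0.26 and 132 of 202 (65.3%). Under a beta-binomial test, whose spread was estimated from the pairs outside the modules and so holds real differences too, no pair passed in any of the 3 comparisons.

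Among the gene lists, photosynthesis stood lowest. The median of its 16 transcripts was -1.15 on the log2 scale relative to all transcripts, at percentile 0.05 of random lists (central 95% of random lists -0.70 to 0.57). Of 14 members tested 5 fell, 2 rose and 7 did not pass (6 fell and 2 rose adjusted over the list alone), and under each of the 3 other scalings 2 fell and 2 rose. CAB21, a chlorophyll a-b binding protein of the light-harvesting antenna, fell to 0.222 (0.151 to 0.320) from 133 reads to 39, and PSAH, a subunit of photosystem I, to 0.208 from 80 to 22 (adjusted p = 2.7e-11, exact binomial). The antenna proteins LHCB5 (39 reads to 24) and LHCB4.1 (35 to 21) and psaA, a core protein of photosystem I (17 to 6), fell by the table totals, but did not pass under any of the 3 other scalings. RCA2 (TRINITY_DN25057_c1_g1), the activase that keeps Rubisco working, went the other way with 649 reads in CK and 1706 in DS (1.99, 1.82 to 2.18), so the reads of the list summed to 1180 in CK and 2129 in DS although its median was lower.

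The other lists lay within the central 95% of random lists in DS vs CK. Medians were 0.07 for 36 heat shock proteins and chaperones (percentile 59.3), 0.52 for 9 transcripts of abscisic acid perception and signalling (77.2), -0.07 for 22 antioxidant enzymes (40.3), 0.52 for 5 of osmolyte metabolism (72.0), -0.88 for 8 NBS-LRR immune receptors (5.51), -0.22 for 37 of ubiquitin and the proteasome (20.2), -0.36 for 5 of the cell wall (27.6), -0.16 for 31 ribosomal proteins (31.5) and -0.03 for 73 transcription factors by name (46.6). Heat shock proteins had 6 of 30 tested members higher and 2 lower (11 and 2 with mapped reads), and transcription factors had 5 of 54 higher and 7 lower (turning to 18 and 6 with mapped reads and to 11 and 6 without scaling). Abscisic acid signalling had 2 of 6 higher, PP2CA and the phosphatase At2g30020 (0 reads to 17). CCS was counted in both the chaperone and the antioxidant list, and the 2 cell wall members that fell were the EXPA8 transcripts.

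The second comparison, RW vs DS, asked what 2 days of water bring back. The conserved modules were higher again in RW. Their sum was 1.91 times that of DS (1.81 to 2.01), with 106 pairs listed and 38.0 reads per listed pair against 87 pairs and 26.8 reads, and 1.67 (1.56 to 1.79) without AFB2, while pairs outside the modules stood at 0.930 (0.842 without scaling and 0.987 with mapped reads). Of 17 modules 12 had an interval above 1 and none below, but without the pair with the most reads of each module 6 of 15 lay above 1 and none below. miR393 then stood at 1.13 (0.706 to 1.82), miR396 at 1.41 (0.931 to 2.16) and miR169 at 4.42 (0.437 to 217.6). The highest were miR2199 with bHLH factors (6.08, 4.04 to 9.44) and miR164 with NAC factors (5.75, 3.70 to 9.32), each carried by 1 pair, BHLH25 (26 reads to 152) and NAC021 (15 to 112), without which they stood at 1.10 and 1.60. miR394 with F-box proteins followed on few reads (4.14, 1.32 to 17.1, 4 reads to 15), then miR172 with AP2-like factors (3.41, 2.29 to 5.22), miR159 (2.63, 1.91 to 3.67), miR156 (2.31, 1.65 to 3.27), miR169 (2.28, 1.20 to 4.55), miR393 (2.22, 2.05 to 2.40) and miR167 (2.12, 1.59 to 2.85). The copper modules did not follow, since miR398 stood at 0.993 (0.780 to 1.26) and miR408 at 1.17 (0.781 to 1.76), as did the immune receptor module at 0.920 (0.762 to 1.11).

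Of 50 module pairs tested in RW vs DS 18 rose and 4 fell (20 and 4 adjusted over the list alone), and with mapped reads as scaling 20 rose and 2 fell. Of the auxin response factors, 3 of 4 pairs of miR160 and 2 of 4 of miR167 passed as higher (2 and 2 without scaling), with ARF10 at 4.20 (2.05 to 9.45), ARF6 at 2.10 (1.43 to 3.13), ARF17 at 1.61 (1.24 to 2.10), ARF18 at 1.39 (1.09 to 1.78) and 1 of 2 ARF8 transcripts 6.26-fold higher against the floor (0 reads to 17). The rest did not pass, and a second ARF6 pair (TRINITY_DN14975_c0_g2) had 8 reads in DS and 4 in RW. AFB2 rose 2.26-fold (2.09 to 2.45, adjusted p = 2.8e-96, exact binomial), AP2 23.2-fold (3.73 to 959), SPL7 12.2-fold (2.99 to 106.6) and GRF4 2.90-fold (1.23 to 7.57), though the calls of ARF18 and GRF4 ended without scaling and with the median of ratios. The 4 that fell were SODCP (21 reads to 2), and the immune receptors RPP5 (49 to 23), RGA3 (15 to 3) and At4g11170 (10 to 0), and the calls of RPP5 and RGA3 ended with mapped reads as scaling.

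Over all pairs, 194 of 1020 passed in RW vs DS, 95 higher and 99 lower, with a median log2 ratio of -0.01. The other scalings gave 40.9% of called pairs higher without scaling and with the median of ratios (median -0.15 in both) and 54.4% with mapped reads (0.08), against 49.0% here. The largest rises with at least 20 reads were on an unannotated transcript (TRINITY_DN27212_c0_g1, 23.9-fold against the floor, 95% lower limit 18.9, 0 reads to 65), the Rubisco small subunit RBCS-3C (13.3-fold against the floor, 95% lower limit 10.2, 0 to 36), the glutamine synthetase GS1 (10.5-fold, 2.53 to 92.9), the S-adenosylmethionine synthase SAMS (9.94-fold, 2.38 to 88.4), an unknown protein (TRINITY_DN16517_c0_g1, 9.21-fold, 2.81 to 47.6) and RAP2-7 (TRINITY_DN22709_c0_g2, 8.62-fold, 3.39 to 28.0). The largest falls were on the MYB-like transcript TRINITY_DN25143_c0_g1 (20.8-fold, 3.38 to 858), AOG, which conjugates abscisic acid to glucose (14.0-fold, 3.57 to 121.0), the unannotated TRINITY_DN22919_c0_g2 (12.8-fold, 10.3 to 16.0), APR3 of sulfate reduction (11.8-fold, 2.95 to 102.3), the glycerol-3-phosphate transporter At3g47420 (10.9-fold, 2.70 to 94.8) and 3 uncharacterized or hypothetical proteins.

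The ubiquitin and proteasome list stood highest by percentile in RW vs DS, with a median of 0.54 at percentile 99.1 (central 95% of random lists -0.55 to 0.45). Of its 25 members tested 4 rose, AFB2, the ubiquitin ligase SINAT3 and 2 transcripts of At1g15670, and 21 did not pass (3 rose and 1 fell without scaling). Its percentile fell within the central 95% without the entries of the modules (95.5) and with at least 30 reads (91.2). The photosynthesis list had a median of 0.38 (percentile 90.7), with 4 members of 16 higher, RBCS-3C and PSAH among them, and 2 lower, RCA2 (TRINITY_DN25057_c1_g1, 0.470) and the Rubisco-binding chaperonin TRINITY_DN19050_c0_g1 (202 reads to 125), which had both risen in DS. Medians of the rest were -0.24 for heat shock proteins (22.0), 0.04 for abscisic acid signalling (60.1), 0.28 for antioxidant enzymes (85.5), -1.42 for osmolyte metabolism (4.43), -0.32 for immune receptors (27.4), 0.62 for the cell wall (89.3), 0.30 for ribosomal proteins (89.7) and -0.17 for transcription factors (26.4), which stood at -0.63 (percentile 0.055) without the entries of the modules. In the osmolyte list BAM3, a beta-amylase of chloroplast starch breakdown, fell from 21 reads to 3, and the proline dehydrogenase POX1 had 8 reads in DS and 0 in RW, too few to test.

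The third comparison, RW vs CK, asked what still differed after rewatering. Leaves of CK and DS were taken on day 15 and those of RW 2 days after water returned. Differences of RW from either may therefore also reflect plant age or harvest day. The copper modules were the lowest, with miR408 at 0.403 (0.285 to 0.565) and miR398 at 0.482 (0.386 to 0.599), and both stayed below 1 with mapped reads as scaling (0.621 and 0.742). miR164 with NAC factors (2.38, 1.67 to 3.43), miR2199 with bHLH factors (1.79, 1.34 to 2.40) and miR160 with auxin response factors (1.26, 1.08 to 1.47) were above CK, though miR164 stood at 1.09 without NAC021 and miR2199 at 0.279 without BHLH25. Of 19 modules 3 had an interval above 1, 6 below and 10 included it, but with mapped reads as scaling 10 lay above and 2 below, and without the pair with the most reads of each module none of 15 lay above and 2, miR398 and the immune receptors, below (miR408 at 0.304, 0.0707 to 1.03). The sum of the modules was 0.858 (0.821 to 0.897), with 38.0 reads per listed pair against 43.1 and 106 pairs against 91, and it turned to 1.03 without scaling and to 1.32 with mapped reads.

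Of 53 module pairs tested in RW vs CK 4 rose (BHLH25, NAC021, ARF18 and 1 of the ARF8 transcripts) and 8 fell (4 and 9 adjusted over the list alone), whereas with mapped reads as scaling 14 rose and 2, SODCC and the basic blue protein, fell. NAC021 rose 2.76-fold (1.86 to 4.18), BHLH25 1.93-fold (1.43 to 2.61) and ARF18 1.58-fold (1.20 to 2.09). SODCC fell to 0.324 (0.193 to 0.527), the basic blue protein to 0.414 (0.288 to 0.589), GRF6 to 0.455 (0.297 to 0.689), CCS to 0.558 (0.432 to 0.718), the immune receptors RGA1, RPPL1 and RPP5 to 0.345, 0.454 and 0.494, and AFB2 to 0.798 (0.749 to 0.851), a call that turned to a rise with mapped reads, where the miR393 module stood at 1.24. The calls of RPP5 and RPPL1 held with the table totals alone. The NBS-LRR immune receptor list had the lowest median of all lists (-1.11, percentile 1.36, central 95% of random lists -0.96 to 0.90), with 2 of 4 tested members lower, RGA1 and RPPL1, and none of 4 called with mapped reads as scaling. It rests on the immune receptor module, since 1 of its 8 transcripts was left without the entries of the modules, and 2 had at least 30 reads, each too few to rank. The medians of the other lists were -0.31 for photosynthesis (percentile 9.98), 0.22 for heat shock proteins (88.6), 0.20 for abscisic acid signalling (64.3), -0.10 for antioxidant enzymes (33.1), -0.39 for osmolyte metabolism (28.6), -0.04 for ubiquitin and the proteasome (41.5), 0.32 for the cell wall (76.6), 0.03 for ribosomal proteins (50.4) and -0.08 for transcription factors (32.0).

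Over all pairs 127 of 855 passed in RW vs CK, 63 higher and 64 lower. The median log2 ratio was 0.11 and 49.6% of called pairs were higher, against 0.73 and 188 of 218 (86.2%) with mapped reads, 0.36 and 92 of 130 (70.8%) without scaling, and 0.18 and 79 of 134 (59.0%) with the median of ratios. Higher in RW were a dehydrin (TRINITY_DN19327_c0_g1), a protein that shields cells during water loss (5.69-fold, 2.21 to 18.6), HIPP39 and SINAT3 (each 9.21-fold, 2.26 to 80.8), RBCS-3C (7.53-fold, 2.70 to 29.1), the plastid ribosomal protein RPL29 (6.07-fold, 2.13 to 23.8) and SAMS (5.02-fold, 1.47 to 26.6). A serine carboxypeptidase-like transcript (TRINITY_DN14335_c2_g4, 0 reads to 20) was 5.58-fold higher against the floor, with an exact lower limit of 4.13. TRINITY_DN27212_c0_g1 was 18.1-fold higher against the floor, with an exact lower limit of 14.3. Lower were both SEOB transcripts (19.7-fold, 8.74 to 55.0, and 10.4-fold, 6.17 to 18.7), At3g47420 (19.7-fold, 5.04 to 169.6), LOXA (9.08-fold, 3.57 to 29.6), a T7H20-70 protein listed with mtr-miR396a-5p (TRINITY_DN18554_c0_g1, 13.7-fold, 3.39 to 120.2) and 3 hypothetical or uncharacterized proteins. The dehydrin had risen 10.0-fold in DS, from 5 reads to 66, and stood at 34 in RW.

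Many pairs that moved in DS moved back in RW. Of 783 pairs tested in both DS vs CK and RW vs DS, 66 fell in DS and 29 of them then rose in RW, AFB2, NAC021 and BHLH25 among them, while 7 fell further. DS vs CK alone called 83 pairs lower. Those not among the 66 had too few reads over DS and RW for the second test. Pairs that fell and stayed low are thus left out more readily, which favours return among the 66. 110 rose in DS and 55 of them then fell, while none rose further. Independent lists of these sizes would share 4.80 and 13.9, values that do not allow for this selection by reads. The counting error of the DS library enters both comparisons with opposite sign, so DS reads were also split at random into parts, 1 for each comparison. On average over 20 splits 50.75 pairs fell and 19.1 of them then rose, and 59.35 rose and 32.25 of them then fell. Across 616 pairs, which are not independent replicates, the log2 ratios of DS/CK and RW/DS had r = -0.59 against -0.45 simulated without effect, and a covariance of -1.02 against -0.14. With the reads of DS split, r was -0.44 against -0.008 simulated without effect, and the covariance -0.77 against -0.004. The log2 ratios of DS/CK and RW/CK, which share CK, had r = 0.48 against 0.55 simulated, and a covariance of 0.76 against 0.18. With the reads of CK split, r was 0.26 against 0.010 and the covariance 0.41 against 0.005. Splitting reads removes the counting error that the comparisons share, but not what sets the 1 shared library apart. The simulations without effect held counting error only, so a shared library that stands apart may account for part or all of the excess.

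The 5 pairs with the most reads were AFB2, 2 pairs on 7OMT, and 2 on transcripts of no known function. The 7OMT transcript, annotated as a caffeic acid O-methyltransferase of phenylpropanoid metabolism, was listed with PC-5p-21436_288 (472 reads in CK, 567 in DS and 1162 in RW) and with nta-miR482a_R-3_1ss19CT (410, 448 and 853). Both pairs rose from DS to RW, 2.26-fold and 2.10-fold, and the second fell in DS to 0.828 of CK (adjusted p = 0.032, exact binomial), a direction that turns with mapped reads as scaling. TRINITY_DN22919_c0_g2, without annotation, was listed with ppe-MIR169i-p5_2ss17GT19TG. It rose 10.6-fold in DS (93 reads to 1298, adjusted p = 1.2e-202, exact binomial) and was back at 92 in RW (RW/CK 0.828, adjusted p = 0.48, exact binomial). TRINITY_DN22811_c0_g2 with PC-3p-78936_58 had 536 reads in CK, 769 in DS and 111 in RW, and fell in RW to 0.159 of DS and 0.173 of CK.

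Several of the pairs that the study singled out were shallow. PYL9, an abscisic acid receptor, had 2, 1 and 3 reads in CK, DS and RW, WRKY75 had 2, 0 and 0, and PRB1 with PC-3p-39042_145 had 2, 0 and 0, so no difference could be tested for them at this depth. The pairs of gma-miR171j-5p with the most reads were an uncharacterized protein (TRINITY_DN16578_c0_g1; 5, 9 and 5 reads) and CHLI, a subunit of magnesium chelatase in chlorophyll synthesis (4, 5 and 8), and a Kunitz-type inhibitor had 4, 0 and 0. Under mtr-miR396a-5p itself, CP31B had 31, 22 and 23 reads, GRF6 had 68, 0 and 0, GRF3 (TRINITY_DN20719_c1_g2) had 0, 29 and 22, and HSP83A, a chaperone, had 0, 11 and 8. HSP83A was 2.78-fold higher in DS than in CK against the floor (adjusted p = 0.020, exact binomial).

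**Figure D2:**
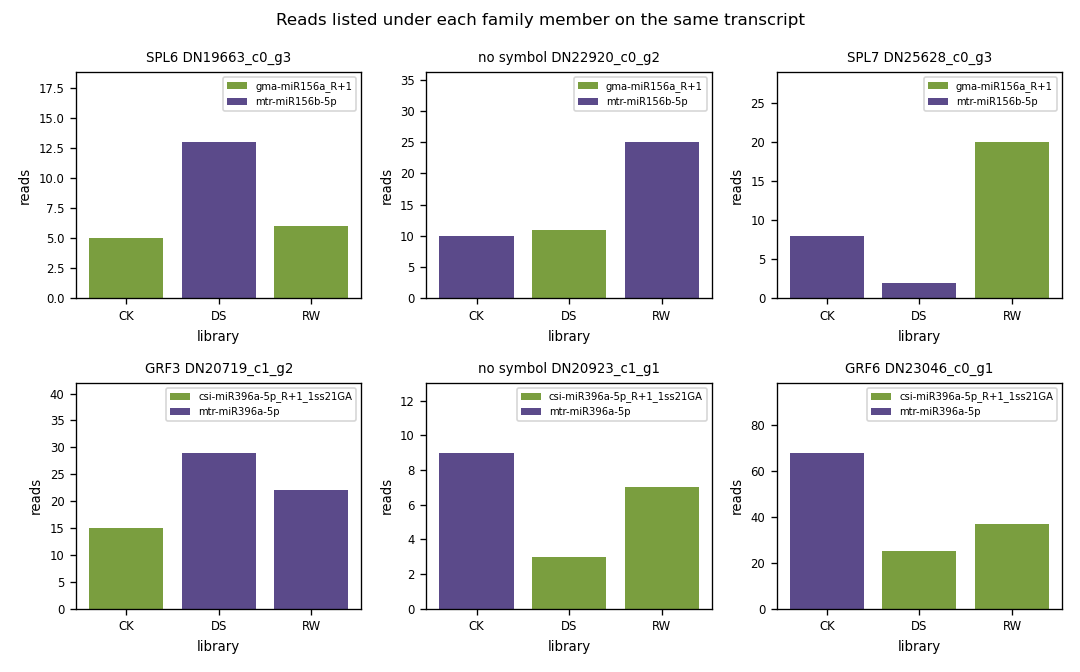
Reads listed under 2 members of the miR156 family or of the miR396 family on the same transcript, for 6 transcripts, with libraries on the x axis, reads on a linear y axis from 0 and stacked bars coloured by family member. Of the 2 members drawn only 1 has reads in any library (further members, not drawn, held reads on some of these transcripts, as on SPL6 in RW), so GRF6 has 68 reads under mtr-miR396a-5p in CK and 25 and 37 under csi-miR396a-5p_R+1_1ss21GA in DS and RW.

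The zeros on GRF6 and GRF3 depend on the family member that the reads were listed under, whereas HSP83A had 0 reads in CK over all its entries (0, 20 and 9). On GRF6 the csi-miR396a-5p_R+1_1ss21GA entry held 0, 25 and 37 reads where mtr-miR396a-5p held 68, 0 and 0, and on GRF3 (TRINITY_DN20719_c1_g2) the split ran the other way, with 15, 0 and 0 reads against 0, 29 and 22. The sums of both were 68, 25 and 37 reads for GRF6 and 15, 29 and 22 for GRF3, above 0 in all 3 libraries.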

Values the study reported

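The study reported 11,390 pairs of miRNA and target over the 3 degradome libraries. It mapped 18,279,670 degradome reads in CK, 16,620,613 in DS and 14,184,792 in RW to its transcripts, which were mapping ratios of 86.29%, 82.63% and 77.01%. In degradome category 4 it counted 2,260 cleaved transcripts in CK, 2,716 in DS and 2,866 in RW, and in category 0 it counted 115, 97 and 108. Its category 4 numbers equal the numbers of entries with a single read listed in each library here. With an AllenScore below 4 it kept 296 pairs of 104 miRNAs and 263 transcripts.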

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

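The tests on entries as deposited, on the beta-binomial spread, on totals without AFB2, on accidental matches kept or left out altogether, on lists without module entries and all those of module shares against other pairs were chosen after the results had been seen. Under the beta-binomial test 0 pairs passed in DS vs CK, 0 in RW vs DS and 0 in RW vs CK, so the calls hold against counting error alone. The 48 named pairs kept their direction and their side of the threshold under each scaling and per transcript. With entries of a single read left out, 2826 entries stayed in CK, 3603 in DS and 3645 in RW, because such entries are 43.0% to 44.4% of those listed. The number of pairs past the threshold in RW vs CK was 218 with mapped reads as scaling and 78 with a minimum of 5 reads, and apart from the beta-binomial test it stayed within 1.5 times its value in the other alternatives run, as it did in all of those for DS vs CK and RW vs DS. The excess of module pairs with many reads over other pairs held in each library with at least 5 reads, with entries as deposited and without the small RNA with the most pairs. It was not run with the accidental matches kept, which had been removed after their values were seen.

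For the sum of the modules, DS/CK was 0.594 without scaling, 0.653 with mapped reads and 0.550 without AFB2. RW/DS was 1.73, 2.02 and 1.67 in the same order, and RW/CK was 1.03, 1.32 and 0.920, so that the scaling decides whether the modules in RW lie above or below CK. Among single modules whose interval excluded 1, mapped reads turned the immune receptors to 1.07 in DS/CK and 1.04 in RW/CK, miR160 to 1.18 in DS/CK, and miR393 to 1.24 and miR396 to 1.07 in RW/CK. Without scaling miR160 was 1.07 in DS/CK. Where the interval included 1, mapped reads also turned miR169 to 1.03 and miR171 to 1.30 in DS/CK, and miR159 to 1.37, miR166 to 1.34, miR171 to 1.52, miR162 to 1.07 and miR2111 to 1.29 in RW/CK. In RW/DS they turned miR398, at 0.993 by the table totals, to above 1. Without the pair with the most reads miR2199 was 0.279, miR393 1.09 and miR396 1.07 in RW/CK, where 1 pair holds 96.1% of the reads of miR2199, 97.8% of miR393 and 48.0% of miR396. The number of lists outside the central 95% of random lists was 1 in each comparison. It was 4 in DS vs CK and 2 in RW vs CK with at least 5 reads, 2 in RW vs DS with a pseudocount of 5 reads, 0 in RW vs DS and 0 in RW vs CK with at least 30 reads, and 0 in RW vs CK without the entries of the modules. Percentiles were not adjusted for the 10 lists run, so a list may lie outside by chance. In RW vs DS without the entries of the modules, transcription factors lay outside in place of ubiquitin and the proteasome. In RW vs CK with at least 30 reads and without those entries the immune receptor list had too few transcripts to rank. The cause of the other changes was not tested.

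Depth limits what these counts can show. In simulated libraries the DS vs CK test recovered 16.1% of 2-fold and 60.6% of 4-fold changes, the RW vs DS test 14.3% and 56.5%, and the RW vs CK test 10.6% and 54.6%. Among the few changed pairs with at least 50 reads these shares were 80% and 100%, 33.3% and 100%, and 66.7% and 93.75%. The simulated libraries held counting error only, with no spread between libraries beyond it. No paired analysis was possible because there was 1 library per condition. Alternatives on the AllenScore limit, on degradome category shares and on unique sites were not run, since the values used here give no AllenScore, category or position.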

Other observations

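The tests in this part were chosen after the results had been seen, apart from the test of other pairs on the module transcripts, which was set out before its result was seen. Lists with fewer than 5 transcripts were not ranked against random lists, but some held large changes. Both tested members of the dehydrin and late embryogenesis list rose in DS vs CK, namely the dehydrin TRINITY_DN19327_c0_g1 (5 reads in CK, 69 in DS and 38 in RW over all its pairs) and ERD7, a protein induced early in dehydration (0, 12 and 4). DHN3, a further dehydrin, had 0, 4 and 20 reads and rose after rewatering. The vascular list had 242, 23 and 25 reads, mostly on the 2 SEOB transcripts, while SUC2, a phloem sucrose transporter, had 3, 7 and 1 and did not pass. ERD7 also stood in the list of senescence and autophagy (14, 23 and 14 reads), and histones and the cell cycle (16, 23 and 23), the epidermis (2, 5 and 3) and guard cells (9, 11 and 14, on a glycosyltransferase whose name matched by accident) held no called member. The organelle list had 44, 48 and 17 reads, the root and nodule list, GS1 alone, 16, 7 and 26, and the transposon list, TY3B-G alone, 24, 1 and 17. No aquaporin had enough reads.

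RCA2 (TRINITY_DN25057_c1_g1), an abundant leaf transcript, was listed with several unrelated small RNAs that moved together. With PC-5p-39746_142 it rose 2.08-fold in DS (279 reads to 765), with the miR160 family 2.01-fold (103 to 273), with PC-3p-78936_58 1.80-fold (134 to 318) and with the miR482 family 1.69-fold (107 to 239), and these 4 pairs fell again in RW.

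Zeros in 1 library recur among family members, as on GRF6 and GRF3. Of 113 couples of entries of 1 family on 1 transcript with at least 5 reads each, 22.1% (14.9 to 30.9) shared no library, against 0.563% (0.227 to 1.16) of 1243 couples of different families on 1 transcript (two-sided Fisher exact p = 1.6e-22), and in 23 of those 25 couples the sum was above 0 in all 3 libraries. A use of members by condition would make them switch the same way on each transcript, but 5 of the 6 couples of small RNAs that switched on several transcripts did so in opposite ways. An opposite switch was counted when the members swapped between transcripts in at least 1 library. Reads of 1 site credited to 1 of several similar members, library by library, could give this pattern. That hypothesis needs cleavage positions, not used here. Some couples, such as mtr-MIR5205d-p3_2ss8TC19TA and mtr-MIR5205d-p5_2ss8TC19TA, are named as the p3 and p5 arms of 1 precursor. Whether their sequences are similar was not examined.

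The lower reads of conserved modules in DS were weighed against 3 explanations. Scaling to the table total is argued against as the whole cause, since with mapped reads the ratio was still 0.653 (0.620 to 0.688), and AFB2 alone is argued against by the ratio of 0.550 without it, where pairs outside the modules stood at 1.10. Less mRNA of the same targets may account for part or all of it, since the other 54 pairs on those transcripts stood at 0.651 (0.435 to 0.971). This interval includes the 0.550 of the modules without AFB2. The value of 0.651 rests on 57 reads in CK and 49 in DS, and some may come from the module sites themselves. Reduced cutting by the miRNAs during drought stays open as a biological hypothesis, which mRNA and miRNA levels, not used here, would test. The miRNA levels that the study reported differ by family. Members of miR398 and miR408 were lower in DS than in CK, members of miR156 and miR159 were higher, and those of miR396 went both ways.

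ppe-MIR169i-p5_2ss17GT19TG had more pairs than any other small RNA, 2647 entries (23.2%) on 30.7% of the transcripts, and only 1 of them, NFYA1, was on an NF-YA factor, the known targets of miR169. Of its 2120 pairs 15.6% (14.1 to 17.2) had at least 10 reads, against 11.2% (10.5 to 11.9) of 8494 other pairs outside the modules and 43.6% of 163 module pairs, each counted per small RNA. Matches by chance to abundant transcripts may be deep as well, so these shares do not separate chance matches from true targets, and the explanation stays open.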
